A study of Mus musculus with 36 samples.

How the data were processed

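The series held RNA-seq libraries from mouse E14 embryonic stem cells (ESC) and from neural precursor cells (NPC) differentiated from them with retinoic acid. It listed 36 samples in 14 groups. The comparisons used the second set of libraries, in which 3 genotypes were each measured at both stages with 3 replicates: wild type (WT), a line whose MLL3 and MLL4 lack catalytic activity (dCD), and a line whose MLL2 carries a dTAG degron (MLL2dTAG), a tag through which the compound dTAG-13 directs a protein to degradation. Per the labels, dTAG-13 at 2 µM was added from day 1 of differentiation and NPC were harvested on day 4. The labels give dTAG-13 as a treatment for every library of this set, WT and ESC included, so no comparison isolates the compound, and the duration for ESC was not given in the sources used here.

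The authors deposited raw read counts per gene symbol, with no normalization. Per the labels' protocols, the libraries were made with the TruSeq Stranded mRNA kit. The aligner, the counting tool and the genome build were not given in the sources used here. The count table used here held 51734 gene symbols, of which 37417 had a count in at least 1 of the 18 libraries. All 37 mitochondrial genes were at 0 counts in every library. Low counts were even more often than odd: 60.8% to 66.5% of the counts from 1 to 10 were even, against 48.9% to 50.4% of the counts over 1000. Differences between replicates gave a chi-square of 2.19 to 10.5 per degree of freedom over the 18 replicate pairs. An alternative with halved counts was run in case both mates of some read pairs had been counted.

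Columns were assigned to samples by name. A further 6 columns of the same table carried 3 names, each used for more than 1 column, so the libraries that combine dCD with MLL2dTAG were not analysed here. The other count table held 12 columns under names that match no label, so the first set, with ESC and NPC of days 2.5 and 5 in 6 groups of 2, was not analysed here either. In all, 18 samples in 8 groups were not used here. The planned comparisons, gene lists and correlations that needed them were not run. The gene lists planned from the first set were replaced as described below, and the planned fit of the second set had been written for all of its groups and was run on the 6 groups used.

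Total counts ranged from 19.4 to 46.0 M (mega counts) per library, and 23731 to 26730 genes had a count. The floor used for a count of 0 was 3 counts, which is 0.0652 to 0.154 CPM (counts relative to the library total, in the usual unit) in a single library. Where a group had no count, the fold was computed against 3 counts over the group and is a lower bound, and where it had 1 to 3 counts the ratio has an exact 95% interval for counts. Reads of these libraries are not independent molecules, so intervals and floors cover counting error only.

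Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with low counts were removed with filterByExpr by group, which left 20511 genes, and libraries were scaled with TMM factors (0.967 to 1.05). A quasi-likelihood model with 1 mean per group was fitted to all 18 libraries, with 12 residual degrees of freedom and a common dispersion of 0.00161. The edgeR quasi-likelihood F test with Benjamini-Hochberg adjustment was two-sided, and genes at adjusted p under 0.05 were called. A change is given as log2 fold change with its standard error (SE), taken from the fitted change and the F statistic. The tests were dCD against WT and MLL2dTAG against WT at each stage, WT NPC against WT ESC, and 2 interactions, each the change of a genotype against WT in NPC minus its change in ESC. CPM were computed with TMM factors and are given as mean and SD of 3 libraries.

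Genes were named in the text by a rule written before the data were examined. It took the genes targeted in the lines (Kmt2b for MLL2, Kmt2c for MLL3, Kmt2d for MLL4) and 4 fixed lists. These were 8 pluripotency genes, 8 neural genes, 6 retinoic acid response genes, and 5 genes listed with the H3K4 methyltransferases (Kmt2a, Setd1a, Setd1b, Kdm6a and Magohb). Magohb encodes an exon junction protein and was placed on the last list in error, and the list was kept as fixed. For each list the number called and members with large changes are given, and results of some members are not reported here. The rule also took, per comparison of 2 groups, the 2 genes with the highest and the 2 with the lowest log2 fold change among called genes with a mean of 5 CPM or more and no overlap between the groups, and the highest and lowest gene per interaction. The 30 genes of the fixed lists and targets were also adjusted over the list alone.

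Lists of differentiation genes were made within the set. For tests of dCD, the 500 genes with the smallest p among those at least 2-fold higher in MLL2dTAG NPC than in MLL2dTAG ESC formed an induced list, and those lower formed a repressed list. For tests of MLL2dTAG the same lists were made from dCD NPC and ESC. In this way no library served both to choose and to test a list. The 2 sources had 16039 and 15923 called genes, and their lists shared 352 induced and 346 repressed genes. Lists were tested with fry, a rotation test of limma, on voom values, with adjustment over the 12 list results, and with camera at a preset correlation of 0.01. The fry test asks whether the genes of a list shifted, and camera whether they shifted relative to the other genes. The fry p depends to a small degree on the order in which the groups enter the model, and the order was held fixed, so a fry p close to 0.05 and the counts of splits for lists may shift with another order. Medians were set beside 10000 random lists matched on mean expression.

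Comparisons of dCD and of MLL2dTAG with WT at one stage share their WT libraries. Their correlation across genes was therefore set beside 10 simulated sets in which all groups of that stage had the WT means, and values for other gene sets and prior counts were set beside the same sets. For every comparison, other splits of the libraries into groups of the same sizes were fitted, 10 for 2 groups and 100 drawn for each interaction.

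The steps were tested on simulated counts with 200 genes changed by known folds, drawn from the means and sizes of these libraries. For dCD and MLL2dTAG against WT in ESC, 91.5% and 90.5% of the changed genes were recovered, with 4.69% and 4.74% of calls false, over 20149 and 20162 genes. In NPC the shares recovered were 91.5% and 92.5%, with 7.11% and 9.31% of calls false, over 20120 and 20104 genes. For WT NPC against ESC, 89% were recovered with 4.81% false over 20122 genes. For the interactions of dCD and of MLL2dTAG, 75.5% and 81.5% were recovered with 3.21% and 5.78% false, over 20077 and 20052 genes. A simulated list shifted by 0.20 on the log2 scale in NPC dCD gave a median of 0.19 with a fry p of 3.2e-16, and an unshifted list gave a fry p of 0.555, over 20137 genes. In the data 42.9% to 79.5% of genes were called per comparison, so these rates were not tested at such a share of changed genes. The simulated spread of a gene was also the same in all groups.

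Alternatives planned before the data were examined were DESeq2 1.42.0 with its own size factors, its size factors (RLE) in the edgeR fit, no filter on low counts, a mean of at least 1 CPM, only the groups compared, the replicate number as a block, and leaving out each library. For the correlations they were genes with a mean of at least 10 CPM, called genes alone, and a prior count of 5. Alternatives added later were counts thinned to the smallest library, halved counts, removal of the 50 most abundant genes, and offsets for GC content and transcript length per library. All alternatives of the replaced gene lists were added later too, among them lists of 200 and 1000 genes. GC content, length and chromosome came from GENCODE M21, which may not be the annotation behind the counts. Of the genes tested, 19655 (95.8%) had GC content and length by symbol, and 19646 lay on the autosomes or the X chromosome. Figures were drawn with Python 3.11.15. Marker lists of 20 fibroblast genes, 15 genes of a 2-cell-like state and 36 imprinted genes were written before their tests, and genes on the Y chromosome were taken from the annotation.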

Results

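Gene expression was measured by mRNA sequencing in mouse embryonic stem cells (ESC) and in neural precursor cells (NPC) derived from them, to learn which transcripts depend on the catalytic activity of MLL3 and MLL4 and on MLL2. MLL2, MLL3 and MLL4 are histone H3K4 methyltransferases encoded by Kmt2b, Kmt2c and Kmt2d. The libraries formed 6 groups of 3: WT, dCD (MLL3 and MLL4 without catalytic activity) and MLL2dTAG (MLL2 with a degron), each as ESC and as NPC. Each genotype is also a cell line of its own, so an effect of the edit and a difference between lines are not separated by this design, and the labels do not state whether replicates were independent cultures.

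Total counts were 26.7 ± 6.26 M (SD, n = 3) in ESC WT, with a range of 19.4 to 30.6 M. They were 25.2 ± 1.91 M in ESC dCD and 33.2 ± 5.42 M in ESC MLL2dTAG. The NPC groups had 33.7 ± 2.96 M in WT, 33.1 ± 1.87 M in dCD and 39.9 ± 5.86 M in MLL2dTAG. The 10 most abundant genes took 2.38% to 3.05% of the counts of a library. Across genes, Pearson correlation of log2 CPM was 0.987 to 0.994 between replicates, 0.957 to 0.978 between genotypes of one stage and 0.841 to 0.869 between stages. Each of the 18 libraries was nearest to a library of its own group. The leading principal components held 70.8%, 10.6% and 4.87% of the variance. The biological coefficient of variation between replicates was 4.01%, so that changes far below 2-fold passed the threshold.

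The targeted genes were examined in every group. The mRNA of Kmt2b was 212 ± 19.4 CPM in ESC WT, 203 ± 5.10 in ESC dCD and 207 ± 6.49 in ESC MLL2dTAG (SD, n = 3), and 183 ± 8.58, 172 ± 6.47 and 197 ± 6.37 CPM in the same genotypes as NPC. Kmt2c was 193 ± 23.3 CPM in ESC WT, 199 ± 8.63 in ESC dCD, 175 ± 3.89 in NPC WT and 166 ± 5.16 in NPC dCD. In MLL2dTAG it was 280 ± 5.46 CPM in ESC and 322 ± 19.6 CPM in NPC, with log2 changes against WT of 0.54 (SE 0.05) and 0.88 (SE 0.05). Kmt2d was 185 ± 41.0 CPM in ESC WT, 195 ± 8.08 in ESC dCD, 228 ± 6.88 in ESC MLL2dTAG, 241 ± 10.4 in NPC WT, 250 ± 16.0 in NPC dCD and 264 ± 8.65 in NPC MLL2dTAG. In dCD none of the 3 genes was called at either stage by edgeR quasi-likelihood, with the smallest Benjamini-Hochberg adjusted p for Kmt2b in NPC (0.095). With offsets for GC content and length, Kmt2d was called in ESC (0.21, SE 0.04), and Kmt2b (−0.11, SE 0.03) and Kmt2c (−0.15, SE 0.03) were called in NPC. A degron acts on the protein and a catalytic mutation leaves the transcript in place, so these mRNA levels do not check the labels.

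The dCD line was compared with WT in ESC to ask which transcripts depend on MLL3 and MLL4 activity before differentiation. Of 20511 genes tested, 9909 (48.3%) were called, 5279 higher and 4630 lower, and 1160 of the higher and 791 of the lower genes changed at least 2-fold. The median size of the change among called genes was 0.43 on the log2 scale. Of the other settings tried, fitting only the groups compared moved the count most, to 8829. Genes named as changed most here and in the other comparisons were chosen among called genes with a mean of at least 5 CPM and no overlap between the groups, and genes with few counts could change more. Among these, the largest rises were in Usp17la (log2 change 2.98, SE 0.27) and Usp17le (2.92, SE 0.18; 2.73 ± 0.461 to 20.8 ± 1.22 CPM). Both belong to a family of near-identical copies, so the assignment of reads between copies is uncertain. The largest falls among them were in Gstm3 (−3.18, SE 0.27) and Slc39a8 (−2.72, SE 0.11), the latter from 28.3 ± 1.22 to 4.27 ± 0.181 CPM. The edgeR quasi-likelihood test gave Slc39a8 a Benjamini-Hochberg adjusted p of 9.5e-21.

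**Figure D1:**
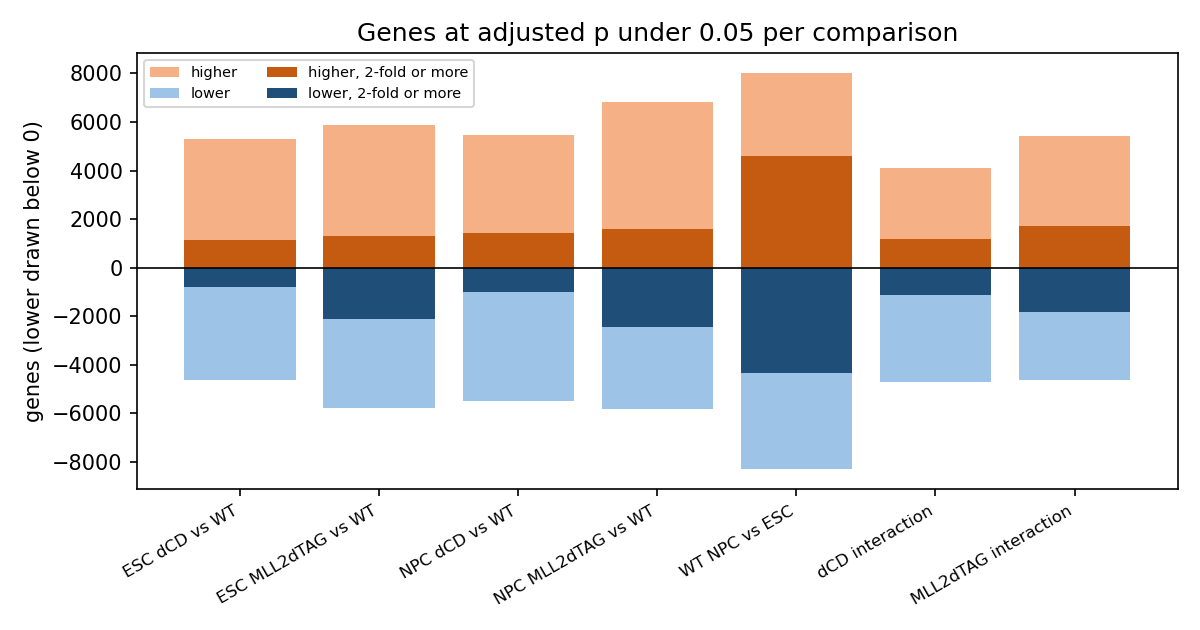
Number of genes at adjusted p under 0.05 (vertical axis) in each comparison (horizontal axis), with lower genes drawn below 0 and darker bars for changes of at least 2-fold. WT NPC against ESC has the most calls (8024 higher and 8278 lower), and at least 2-fold changes are a minority of the calls in each comparison with WT at one stage.

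Of the 30 genes in the fixed lists and targets, 15 were called in ESC dCD over all genes tested, and 15 adjusted over the list alone. Among pluripotency genes 3 were higher and 3 lower, with Tbx3 changed most upward (0.62, SE 0.04) and Prdm14 most downward (−0.25, SE 0.09). The call of Prdm14 (adjusted p 0.023, edgeR quasi-likelihood with Benjamini-Hochberg) was lost without ESC WT replicate 3 (adjusted p 0.076) or without ESC dCD replicate 2 (0.157). Of the neural genes 3 were higher and none lower, and Zic1 had 65 counts in dCD against 6 in WT (log2 change 3.45, with 2.80 to 4.27 without single libraries). Of the retinoic acid response genes 3 were higher and 1 lower. Hoxb1 had 42 counts in dCD against 2 in WT, a ratio with a 95% interval of 5.75 to 189, and Cyp26a1 fell by 0.83 (SE 0.15) on the log2 scale. Setd1b rose from 17.7 ± 1.61 to 42.8 ± 2.77 CPM (log2 change 1.26, SE 0.07). Kdm6a changed by −0.13 (SE 0.04), a call that was lost without a filter on low counts, without ESC WT replicate 2 (−0.09) and without ESC dCD replicate 2 (−0.10).

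The MLL2dTAG line in ESC differed from WT in 11676 genes (56.9%), 5889 higher and 5787 lower. Changes of at least 2-fold were more often downward, with 2125 lower and 1320 higher genes. The gene 9330159F19Rik rose from 1.30 ± 0.1997 to 14.5 ± 1.12 CPM (log2 change 3.46, SE 0.14) and Ccl2 from 1.86 ± 0.513 to 17.4 ± 1.10 CPM (3.20, SE 0.19). Magohb fell from 12.8 ± 2.80 to 0.358 ± 0.0141 CPM (−5.14, SE 0.20). The Y-linked gene Eif2s3y fell from 77.6 ± 0.836 to 2.85 ± 0.599 CPM (−4.80, SE 0.07; edgeR quasi-likelihood with Benjamini-Hochberg adjusted p 9.0e-33). Magohb has a near-identical paralog, Magoh, and its value is uncertain for that reason.

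In ESC MLL2dTAG 23 of the 30 fixed genes were called over all genes, and 23 adjusted over the list alone. All 8 pluripotency genes were higher under TMM and under each of the 4 other scalings tried, with Tbx3 changed most (1.26, SE 0.04). Neural genes moved both ways, and Zic1 rose by 2.29 (SE 0.59), a value that rests on 6 counts in ESC WT and was 1.63 without ESC WT replicate 3 and 3.11 without replicate 2. Among the retinoic acid response genes Rarb rose by 1.66 (SE 0.26) and Cyp26a1 changed by −1.72 (SE 0.16). Setd1b reached 42.9 ± 0.632 CPM (log2 change 1.27, SE 0.07).

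In NPC the dCD line differed from WT in 10968 genes (53.5%), 5478 higher and 5490 lower. Of these, 1442 were at least 2-fold higher and 997 at least 2-fold lower. Bmp3 rose from 0.567 ± 0.145 to 22.9 ± 1.41 CPM (log2 change 5.32, SE 0.18) and Mgat4c from 0.332 ± 0.153 to 11.2 ± 0.721 CPM (5.09, SE 0.23). The imprinted gene Grb10 fell from 319 ± 5.70 to 8.40 ± 1.07 CPM (−5.25, SE 0.06; edgeR quasi-likelihood with Benjamini-Hochberg adjusted p 1.7e-37), and E330013P04Rik changed by −2.78 (SE 0.17). Of the fixed genes, 14 were called over all genes and 14 adjusted over the list alone. Among pluripotency genes 1 was higher, Klf4 (0.92, SE 0.06), and 1 lower, Tfcp2l1 (−0.23, SE 0.09). The neural genes called were 5, all higher, and Zic1 rose from 12.2 ± 0.553 to 39.7 ± 2.54 CPM. All 6 retinoic acid response genes were called, 2 higher and 4 lower, with Hoxb1 at −0.98 (SE 0.18). Kdm6a changed by −0.21 (SE 0.04). The call of Tfcp2l1 (adjusted p 0.035 by edgeR quasi-likelihood with Benjamini-Hochberg) was lost without NPC WT replicate 1 or 2. It was also lost without NPC dCD replicate 1 or 2. The change was −0.16 to −0.23 in these fits and −0.36 without NPC dCD replicate 3.

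The MLL2dTAG line in NPC differed from WT in 12665 genes (61.7%), 6840 higher and 5825 lower, with 1581 at least 2-fold higher and 2435 at least 2-fold lower. Pla2g5 had 1203 counts against 6 in WT (log2 change 7.39, with 6.79 without NPC WT replicate 2 and 8.37 without replicate 1), and Tuba3a rose from 1.69 ± 0.272 to 112 ± 3.57 CPM (log2 change 6.05, SE 0.08), although its near-identical copy Tuba3b makes the assignment of its reads uncertain. The largest falls among genes with a mean of at least 5 CPM were in the Y-linked genes Uty, with 4 counts against 5090, and Eif2s3y, from 64.5 ± 1.82 to 0.118 ± 0.0141 CPM. Magohb had 4 counts against 1216. Of the fixed genes, 25 were called over all genes and 26 adjusted over the list alone. All 8 pluripotency genes were higher, under TMM and the 4 other scalings. Pou5f1 rose from 1.01 ± 0.234 to 26.9 ± 2.08 CPM (4.72, SE 0.12), which was below its 555 ± 63.9 CPM in ESC WT. Nes rose by 0.77 (SE 0.05) and Neurog2 changed by −1.20 (SE 0.21). Among the retinoic acid response genes Cyp26a1 rose by 0.90 (SE 0.04) and Stra6 fell from 179 ± 7.86 to 54.8 ± 1.89 CPM. Kdm6a rose by 0.25 (SE 0.04).

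**Figure D2:**
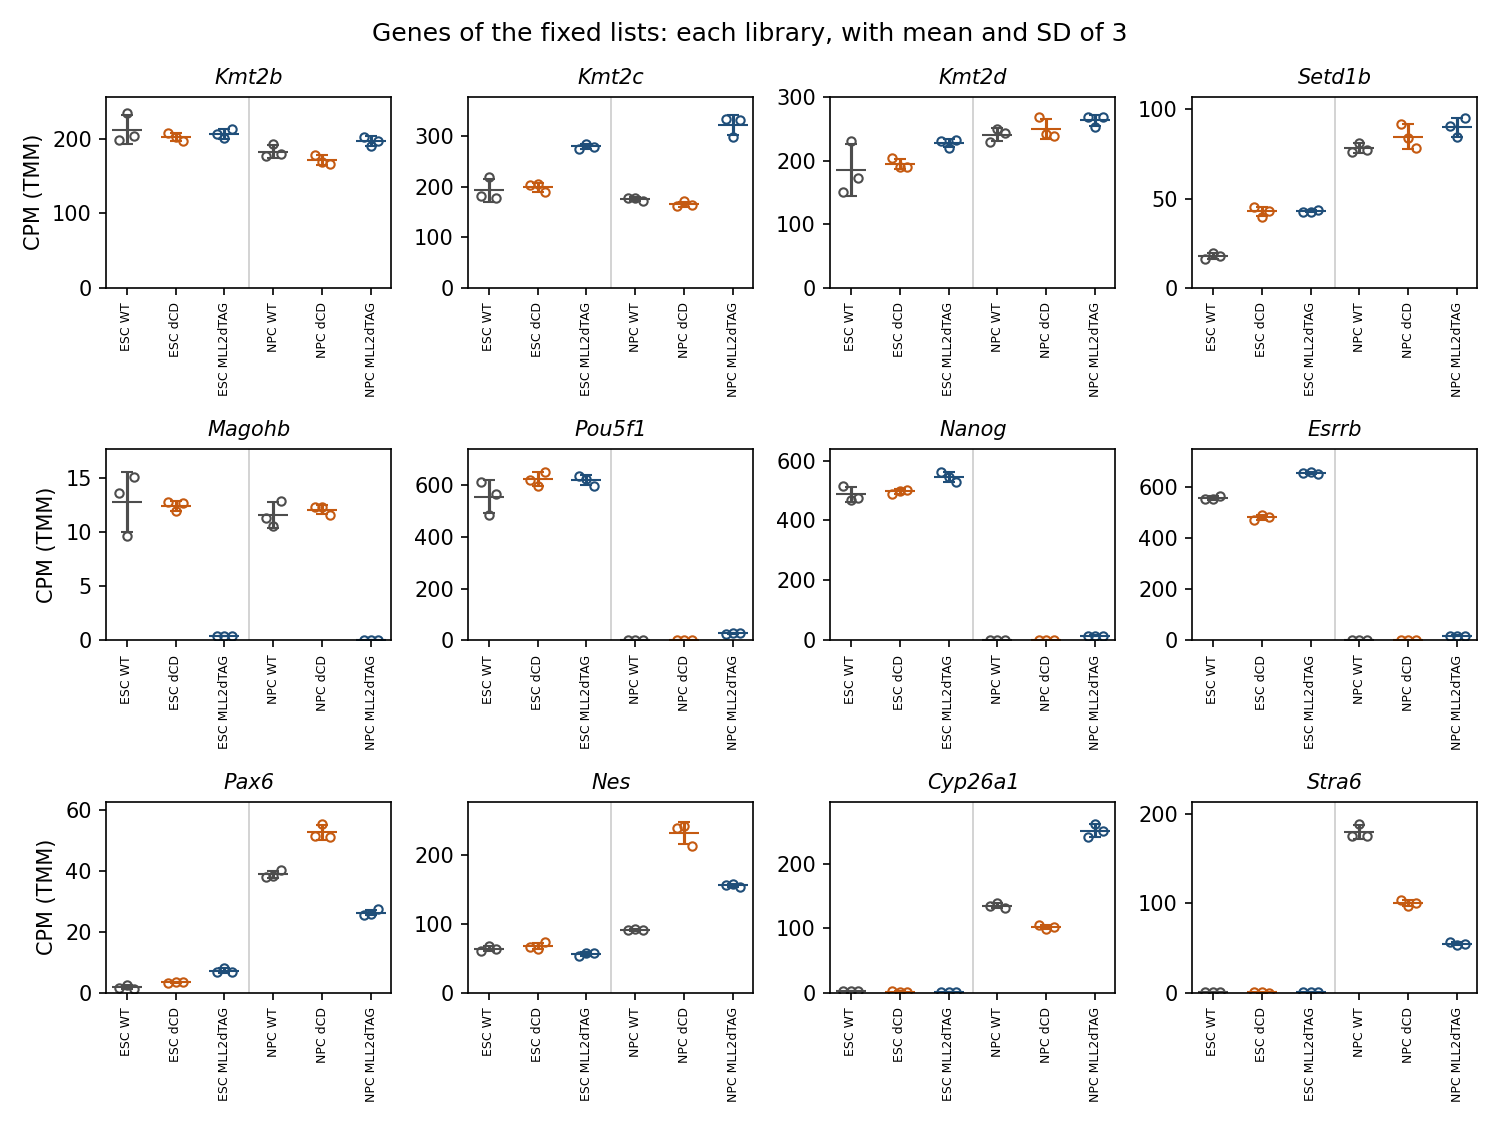
CPM (vertical axes) of 12 genes of the fixed lists and targets in the 6 groups (horizontal axes), with open circles for the 3 libraries of a group, a horizontal mark for their mean and bars for 1 SD. Pou5f1 is at 26.9 CPM in NPC MLL2dTAG and at 1.01 CPM in NPC WT.

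Differentiation itself was measured between WT NPC and WT ESC. It changed 16302 genes (79.5%), 8024 higher and 8278 lower, of which 4616 and 4345 changed at least 2-fold. Tcf21 and Nhlh2 had no count in ESC WT and were at least 599-fold and at least 379-fold higher in NPC WT. Ly6g6e and Dppa3 had no count in NPC WT and were at least 781-fold and at least 586-fold lower there. Of the fixed genes, 27 were called over all genes, and 27 adjusted over the list alone. Of the pluripotency genes 7 were lower, Pou5f1 most (−9.08, SE 0.10), and Tbx3 was higher (0.76, SE 0.04). Of the neural genes 7 were higher, and Neurog2 was at least 113-fold higher. With offsets for GC content and length, 6 neural genes were higher and 1 lower. All 6 retinoic acid response genes were higher, Rarb most (9.24, SE 0.09). Setd1b rose by 2.14 (SE 0.06), and by 1.4998 with offsets for GC content and length. Kmt2d rose by 0.38 (SE 0.07), but by 0.003 with these offsets. Kmt2b changed by −0.22 (SE 0.05), by −0.86 with these offsets and by −0.14 without ESC WT replicate 2. Kdm6a changed by −0.10 (SE 0.04), a call that was lost without ESC WT replicate 2 (−0.06), without NPC WT replicate 1 (−0.09) or 2 (−0.10), without a filter on low counts and in the fit of the 2 groups alone, while the offsets gave −0.52.

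Whether a genotype acted differently in NPC than in ESC was tested as an interaction. For dCD 8807 genes (42.9%) were called, 4103 with a more positive and 4704 with a more negative change in NPC. For MLL2dTAG 10043 genes (49.0%) were called, 5417 more positive and 4626 more negative. Of the 6584 genes called at both stages for dCD, 4604 (69.9%) changed in one direction. For MLL2dTAG these were 6296 of 8470 (74.3%). Among genes changed at least 2-fold at both stages, 486 of 555 moved in one direction for dCD and 1210 of 1457 for MLL2dTAG. Spearman correlation of the changes between stages, across genes that are not independent replicates, was 0.274 for dCD and 0.350 for MLL2dTAG. Of the 30 fixed genes, 10 were called for dCD over all genes and 10 adjusted over the list alone, and for MLL2dTAG 23 and 24.

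The changes of the edited lines against WT were compared with each other across genes, which are not independent replicates. In ESC, Spearman correlation of the dCD and MLL2dTAG changes was 0.516 and Pearson correlation 0.366. The shared WT libraries alone gave a Spearman correlation of 0.454 (median) and 0.463 (highest) in 10 simulated sets with no change. Over all genes, the value did not exceed the highest simulated one without any 1 of the 3 ESC WT libraries. In NPC the Spearman correlation was 0.447 and Pearson 0.380, against Spearman values of 0.444 (median) and 0.463 (highest) simulated. The value over all genes in NPC thus did not exceed the simulated ones. No gene changes in the simulated sets, whereas 53.5% and 61.7% of genes were called in NPC dCD and MLL2dTAG. The simulated values therefore do not show how much of an observed correlation the shared WT libraries explain. Restricting to genes with a mean of at least 10 CPM moved the Spearman values most, to 0.609 in ESC and 0.608 in NPC, against simulated values of at most 0.497 and 0.496 on the same genes. Changes had the same sign in 71.3% of genes in ESC, against 67.0% (median) and 67.5% (highest) simulated, and in 69.1% in NPC, against 66.8% and 67.7%. In both lines 7485 genes were called in ESC, of which 6424 (85.8%) moved in one direction, 3451 higher and 2973 lower. In NPC these were 8460 and 6846 (80.9%), 3701 higher and 3145 lower. The shared WT libraries raise these shares, and simulated sets with no change had too few calls (at most 2 in both lines) to give a share to set beside them.

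Lists of genes induced or repressed during differentiation, chosen in the other edited line, were tested in each line with fry. In ESC dCD the induced list had a median log2 change of 0.30 (fry adjusted p 2.6e-07, over 12 list results), with 282 genes called higher and 87 lower. The list of 200 genes moved this median most, to 0.39. The repressed list had a median of −0.05 (fry adjusted p 2.2e-06), past the threshold with fry but not with camera (adjusted p 0.0899). This median was −0.03 without ESC dCD replicate 2 and −0.08 with offsets for GC content and length. In ESC MLL2dTAG the induced list had a median of 0.16 and a fry adjusted p of 0.0478, against 0.239 with camera. That call was lost without any 1 of the 3 ESC WT libraries (medians 0.12 to 0.17, adjusted p 0.0927 to 0.338). The repressed list was higher in ESC MLL2dTAG (median 0.10, fry adjusted p 4.2e-09; camera 0.0013), with 0.15 for lists of 200 genes and 0.04 for lists of 1000.

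In NPC dCD the induced list had a median of −0.04 (fry adjusted p 0.0023; camera 0.407), which lay at percentile 3.85 of random lists. That call was lost without NPC dCD replicate 3 (−0.03, adjusted p 0.109), and the median was −0.14 with lists of 200 genes and 0.02 with lists of 1000. The repressed list in NPC dCD had a median of −0.03, a mean of 0.11 and an upward test direction (fry adjusted p 0.364). In NPC MLL2dTAG the induced list had a median of 0.01, a mean of −0.03 and an upward test direction (fry adjusted p 0.0979), while random lists had medians of 0.07 to 0.14. The repressed list was higher in NPC MLL2dTAG, with a median of 0.28 (0.44 for lists of 200 genes and 0.15 for lists of 1000; fry adjusted p 3.5e-09; camera 0.0013), 295 genes called higher and 134 lower.

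**Figure D3:**
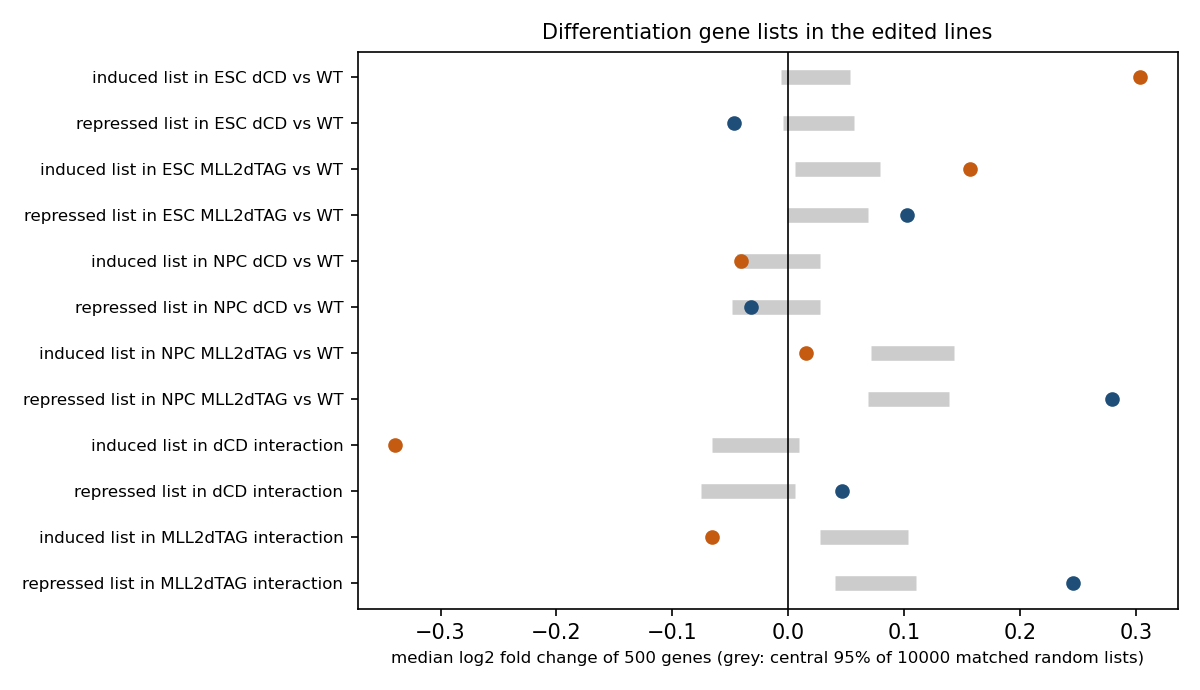
Median log2 fold change (horizontal axis) of lists of 500 differentiation genes in each comparison (vertical axis), orange for induced and blue for repressed lists, with grey bars for the central 95% of 10000 matched random lists. The induced list in ESC dCD (0.30) and the repressed list in NPC MLL2dTAG (0.28) lie above their random lists.

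The interaction of dCD with stage had a median of −0.34 for the induced list (fry adjusted p 3.9e-07; camera 3.5e-06) and of 0.05 for the repressed list (fry adjusted p 1.6e-05; camera 0.135). For MLL2dTAG the interaction had a median of −0.07 and a mean of −0.13 for the induced list, with an upward test direction (fry adjusted p 0.394), and a median of 0.25 for the repressed list (fry adjusted p 2.6e-07; camera 0.0015). Lists of 200 and 1000 genes gave −0.48 and −0.22 for the induced list in dCD, 0.14 and 0.03 for the repressed list in dCD, and 0.40 and 0.16 for the repressed list in MLL2dTAG. Calls with fry that camera did not make were thus the repressed list in ESC dCD, the induced list in ESC MLL2dTAG, the induced list in NPC dCD and the repressed list for the dCD interaction.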

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

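The tests of library labels below, of the share of abundant genes and of the paralog Magoh were chosen after the results were seen, and the settings with thinned counts, halved counts, GC content and length offsets and without abundant genes were added after the data had been seen, though before their effect on these results was known.

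The results here are differences between stages: the change of an edited line against WT differed between NPC and ESC by the interaction test. This held for 8807 genes in dCD and 10043 genes in MLL2dTAG. Of 100 splits of the 12 libraries, only 1 of 100 (the real split) gave as many genes in each line. This argues against a chance division of the libraries. The splits mix the genotypes within a stage, so they do not test the interaction apart from a genotype effect within a stage. The highest counts of the other splits were 6207 for dCD and 7255 for MLL2dTAG.

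Depth differed between the stages, and thinning all libraries to the smallest one left 8222 genes for dCD and 9299 for MLL2dTAG. Offsets for GC content and transcript length gave 9025 and 10164, and halved counts 8625 and 9799. Each of these argues against that trend as the whole cause. Removal of the 50 most abundant genes moved these counts too little to decide anything, but a few genes taking most of the counts is argued against by the 10 most abundant genes, which took at most 3.05% of a library. A single mislabelled library is argued against by the 18 of 18 libraries that were nearest to their own group. Labels of WT and an edited line swapped at one stage would reverse the changes, whereas 69.9% of the genes called at both stages moved in one direction in dCD and 74.3% in MLL2dTAG. This share does not test a swap of dCD with MLL2dTAG at one stage. The Y-linked genes Uty, Eif2s3y and Ddx3y argue against that swap. They were at 38.3 to 88.0 CPM in dCD and at most 4.04 CPM in MLL2dTAG over both stages. A changed share of RNA from other cells in ESC could add to these counts: a list of fibroblast genes had a median log2 change of 0.59 in ESC dCD and 0.68 in ESC MLL2dTAG, and this was not removed. What also stays open is that genotype, cell line and any difference in culture or in the pace of differentiation coincide, and the labels name no batch. An effect of the edit that depends on the stage is 1 of the open explanations and was not tested apart from these.

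The named genes with a different change at the 2 stages were 19 results. For dCD, Bmp3 had an interaction of 8.23 (SE 2.24), but its ESC groups had 2 and 0 counts, under the floor, so no fold is given and the value depends on the prior count. Nhlh2 had −5.75 (SE 1.34) as fitted, with no count in ESC WT, and −2.42 with its change in ESC at the bound. Among fixed genes the interactions for dCD were 1.12 for Klf4, −0.60 for Tbx3, 1.25 for Nes, −1.75 for Zic1, 0.42 for Cyp26a1, −5.24 for Hoxb1 and −1.15 for Setd1b. The value for Hoxb1 rests on 2 counts in ESC WT, both in replicate 1: it was −8.20 without that library and −4.62 without ESC WT replicate 2, and −8.54 to −3.51 over the counting interval in ESC. For MLL2dTAG they were 6.17 for Pla2g5, −6.65 for 2810429I04Rik, 0.34 for Kmt2c, 4.56 for Pou5f1, −0.57 for Tbx3, −2.59 for Pax6, 2.61 for Cyp26a1, −1.64 for Stra6, 0.35 for Kdm6a and −3.11 for Magohb. The value for Pla2g5 rests on 6 counts in NPC WT and was 5.56 without NPC WT replicate 2 and 7.14 without replicate 1. The value for 2810429I04Rik rests on NPC MLL2dTAG with no count and was −3.94 with its change in NPC at the bound.

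Of these 19, thinning kept the call and sign of 17, losing Zic1 (−1.35, adjusted p 0.0695 by edgeR quasi-likelihood with Benjamini-Hochberg) and Cyp26a1 (0.43, adjusted p 0.0645) for dCD. Over all alternatives the adjusted p ranged from 0.0073 to 0.139 for Zic1, from 0.0168 to 0.132 for Cyp26a1 and from 3.1e-05 to 1.0 for Bmp3. Offsets for GC content and length kept 19. Halved counts lost Cyp26a1 for dCD (0.40, adjusted p 0.132). Without ESC WT replicate 3 the calls of Bmp3 (5.32, adjusted p 1.0) and Zic1 (−1.10, adjusted p 0.139) for dCD were lost. The value for Zic1 rests on 6 counts in ESC WT and was −2.58 without ESC WT replicate 2. The call of Cyp26a1 for dCD was lost without any 1 of ESC WT replicate 3, ESC dCD replicates 2 and 3, NPC WT replicate 3 and NPC dCD replicate 1, with values of 0.35 to 0.40. For these genes too the edit and the cell line were not separated.

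Reads of Magohb might have been assigned to its near-identical paralog Magoh in MLL2dTAG. Magohb lost 12.5 CPM in ESC and 11.6 CPM in NPC, while Magoh gained 4.03 CPM in ESC (SE 7.88) and 9.93 CPM in NPC (SE 1.82). Both gains lie within 2 SE of the loss, so the change of Magoh cannot tell a shift of reads from a loss of the transcript at either stage. In dCD Magohb was at 12.5 ± 0.473 CPM in ESC and 12.1 ± 0.415 CPM in NPC, against 12.8 ± 2.80 and 11.6 ± 1.17 CPM in WT. A shift of reads would thus have to be confined to the MLL2dTAG libraries. The spread of Magoh in ESC WT and the closeness of gain and loss in NPC keep it open.

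Of the gene lists, 3 differed between stages: the induced list in dCD (median interaction −0.34), the repressed list in dCD (0.0466) and the repressed list in MLL2dTAG (0.25). Thinning and offsets for GC content and length kept 3 and 3 of these calls. In 6 of 100 splits the induced list in dCD had as small a p. A split that leaves the ESC groups as they were keeps the shift of this list in ESC dCD (median 0.30). Which splits these were is not given here, so the count does not decide about chance for it. Its adjusted p was 3.9e-07 with fry and 3.5e-06 with camera. Its median was −0.38 to −0.33 without single libraries. These values argue against chance for this list. The repressed lists had as small a p in 1 of 100 splits in dCD and 1 of 100 in MLL2dTAG, the real split each time. This count argues against a chance division of the libraries. The splits mix the genotypes within a stage, so it does not test the interaction apart from a genotype effect within a stage. Camera did not call the repressed list in dCD (adjusted p 0.135), but called that in MLL2dTAG (0.0015). The induced list in MLL2dTAG, which was not past the threshold, had as small a p in 50 of 100 splits. For the lists too the edit and the cell line were not separated.

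For the 5 comparisons of 2 groups, 10 splits exist, so the share is never under 0.1 and chance cannot be excluded by counting splits. The real split was the only 1 of 10 with as many genes in each of them. For the lists at one stage, 1 of 10 splits gave as small a p, except for the induced list in ESC MLL2dTAG with 2 of 10 and the repressed list in NPC dCD with 5 of 10.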

How the results depend on the processing

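The alternatives with thinned counts, halved counts, offsets for GC content and length, without the 50 most abundant genes, and all alternatives of the gene lists were chosen after the data had been seen, and the others before the data were examined. Planned results that needed the first set, or the libraries combining dCD with MLL2dTAG, were not run.

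All 124 alternative counts of called genes were within 1.5 times the reported count. Leaving out single libraries gave 9049 to 9615 genes for ESC dCD, 10917 to 11423 for ESC MLL2dTAG, 10194 to 10332 for NPC dCD, 11915 to 12064 for NPC MLL2dTAG, 15923 to 16094 for WT NPC against ESC, and 8274 to 8701 and 9556 to 10097 for the interactions of dCD and MLL2dTAG. The other alternatives gave 8829 to 10021, 10426 to 11777, 10131 to 11319, 11229 to 12872, 13225 to 16929, 8222 to 9025 and 9299 to 10174 genes in the same order. The lowest count for WT NPC against ESC came from a mean of at least 1 CPM, which tests fewer genes. These are counts and do not say which genes were called. The share of calls that were higher moved by more than 10 points in 1 case: without a filter on low counts the interaction of MLL2dTAG had 4225 higher and 5416 lower genes (43.8% higher), against 5417 and 4626 (53.9%). With offsets for GC content and length 46.8% of the ESC dCD calls were higher, against 53.3%. The cause was not tested. No scaling moved the median of all genes by more than 0.1.

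With the replicate number as a block, the counts were 9761, 11513, 10810, 12506 and 16170 for the comparisons of 2 groups and 8666 and 9902 for the interactions. Libraries with the same number did not deviate together (r of −0.028 to 0.032 between groups), so the numbers do not pair the libraries. Under the block the induced list in ESC MLL2dTAG (median 0.16) had an adjusted p of 0.0596, and no other call of a count, list or named gene changed.

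Of the list results, the induced list in ESC MLL2dTAG was no longer past the threshold with camera (0.16), halved counts (0.15, adjusted p 0.0746) or the block, nor without ESC WT replicate 1 (0.12, adjusted p 0.280), replicate 2 (0.17, 0.0927) or replicate 3 (0.15, 0.338). Its median was 0.12 to 0.17 over the libraries left out. Camera also took the induced list in NPC dCD (−0.0410), the repressed list in ESC dCD (−0.0471) and the repressed list for the dCD interaction (0.0466) below the threshold. The tests ask different questions: fry asks whether the genes of a list shifted, and camera whether they shifted relative to the other genes. In the comparisons with WT at one stage 48.3% to 61.7% of all genes were called. A small fry p alone thus does not set a list apart from other genes. Camera also allows for correlation between genes by a preset value, which fry estimates from the residuals. The induced list in NPC dCD had a median of −0.136 with lists of 200 genes (adjusted p 3.1e-10), reversed with lists of 1000 genes (0.0211, 0.0747) and lost its call without NPC dCD replicate 3 (−0.0319, adjusted p 0.109), with −0.0475 to −0.0319 over the libraries left out.

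The induced list in NPC MLL2dTAG passed the threshold with GC content and length offsets (0.0514, adjusted p 5.1e-06), lists of 1000 genes (0.0619, 0.0018) and without the most abundant genes (0.0158, 0.0212). It also passed without NPC MLL2dTAG replicate 1 (0.0258, 0.0259), replicate 2 (0.0167, 0.0066) or replicate 3 (0.0045, 0.0482), a range of 0.0045 to 0.0258. The induced list for the MLL2dTAG interaction passed with GC content and length offsets (−0.0528, 0.0089) and lists of 200 genes (−0.148, 0.0200). Its median was −0.0045 with lists of 1000 genes. Over the libraries left out it was −0.102 (without ESC WT replicate 2) to −0.0472 (without ESC WT replicate 1). The repressed list in NPC dCD passed with lists of 200 genes (−0.0105, 5.4e-04), RLE factors (−0.0227, 0.0391) and without NPC dCD replicate 3 (−0.0187, 0.0330), with −0.0410 to −0.0187 over the libraries left out. Over all alternatives the adjusted p ranged from 5.4e-04 to 0.338 for the induced list in ESC MLL2dTAG, 3.1e-10 to 0.407 for the induced list in NPC dCD, 5.1e-06 to 0.956 for the induced list in NPC MLL2dTAG, 0.0089 to 0.908 for its interaction and 5.4e-04 to 0.843 for the repressed list in NPC dCD. The cause was not tested.

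The correlation of dCD with MLL2dTAG changes was 0.609 in ESC and 0.608 in NPC for genes with at least 10 CPM, 0.568 and 0.477 for genes called in either line, and 0.539 and 0.467 with a prior count of 5. The highest of 10 simulated sets with the same settings had 0.497 and 0.496, 0.469 and 0.463, and 0.468 and 0.468. Choosing called genes by their own values was not simulated. The wider spread of ESC WT replicates at high counts may raise the values in ESC. Without single libraries the correlation over all genes was 0.493 to 0.540 in ESC and 0.428 to 0.467 in NPC. For genes with at least 10 CPM in ESC, the wider spread of ESC WT replicates at high counts may also raise the value. The excess over the simulated value in ESC over all genes rested on the full set of WT libraries. Without ESC WT replicate 1, 2 or 3 the correlation was 0.532, 0.527 and 0.540, against highest simulated values of 0.542, 0.566 and 0.564 with 2 controls (medians 0.529, 0.554 and 0.553), so none exceeded the simulated sets. As no gene changes in the simulated sets, this does not show that the shared WT libraries explain the observed correlation.

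Of the named gene results, 73 in number, none reversed, and 28 alternatives took a call below the threshold. Of these 18 left out a library. Beyond the losses already given for Prdm14, Zic1, Bmp3 and Cyp26a1, these concerned 4 results, with adjusted p by edgeR quasi-likelihood and Benjamini-Hochberg. Over all alternatives it ranged from 0.0015 to 0.157 for Prdm14, 0.0016 to 0.208 for Tfcp2l1, 1.2e-05 to 0.0839 for Kdm6a in ESC dCD, 4.0e-18 to 1.0 for Kdm6a between WT stages and 6.1e-32 to 0.941 for Kmt2d. Tfcp2l1 in NPC dCD had −0.23 (adjusted p 0.0588) and −0.17 (0.189) without NPC WT replicates 1 and 2, and −0.18 (0.146) and −0.16 (0.208) without dCD replicates 1 and 2. Its call was also lost with halved counts, thinned counts and only the groups compared. Without NPC dCD replicate 3 its change was larger in size, at −0.36. Kdm6a in ESC dCD had −0.09 (0.0690) without ESC WT replicate 2 and −0.10 (0.0839) without ESC dCD replicate 2. Between WT stages it had −0.06 (0.154) without ESC WT replicate 2, and −0.09 (0.0669) and −0.10 (0.0595) without NPC WT replicates 1 and 2. Kmt2d between WT stages changed with GC content and length offsets (0.003, adjusted p 0.941) and had 0.57 without ESC WT replicate 2. The offsets also moved Kdm6a (−0.52), Kmt2b (−0.86), Setd1b (1.4998) and Tbx3 (0.43) between WT stages, with their calls and signs as before. The cause was not tested.

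Depth limits genes with few counts: the floor of 3 counts lay at 0.0652 to 0.154 CPM, and folds against groups without a count are bounds only.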

Other observations

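The fibroblast list and its expected result were written before its test. The tests of Y-linked genes, ESC-specific genes, Zscan4 copies, 2-cell-like genes, imprinted genes and chromosomes were chosen after patterns had been seen in these data. The genes in this part were chosen after their values were seen.

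ESC-specific transcripts were higher in NPC MLL2dTAG than in NPC WT. For 20 genes with at least 20 CPM in ESC WT and ESC MLL2dTAG and under 0.5% of the ESC value in NPC WT, the NPC value was a median of 2.31% of the ESC value in MLL2dTAG, against 0.163% in WT and 0.227% in dCD. A single share of cells identical to ESC MLL2dTAG cells would give 1 percentage for all genes. The percentages ranged from 0.503% for Fgf4 to 5.43% for Dppa5a, a ratio of 10.8, and the replicates of these genes did not overlap (at most 0.614% and at least 5.10%). This argues against such a share as the whole cause. Incomplete silencing in many cells, or a share of cells in another state, may explain it, and neither was tested.

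Y-linked transcripts were nearly absent in NPC MLL2dTAG. Of 9 Y-linked genes tested, 5 had at least 1 CPM in NPC WT, and the highest of them in MLL2dTAG, Kdm5d, was at 0.702% of the WT value. This is consistent with a loss of the Y chromosome in most cells of that line, as a candidate explanation, and no DNA was examined. All 9 genes were lower under 4 of the 5 scalings, and with thinned counts the 7 that passed the filter were lower. Silencing of the chromosome, or a line that never carried it, stays open. In ESC MLL2dTAG, Uty, Eif2s3y and Ddx3y were at 3.78%, 3.67% and 5.50% of the ESC WT value, and Kdm5d at 50.5%. If the remainder (4.39% over the first 3 genes) came from cells like ESC WT, 30.7 counts of Uba1y and 14.3 counts of Zfy1 would be present, and each had 0. The Poisson probability of 0 was 4.6e-14 for Uba1y, which argues against cells like ESC WT as the source. RNA from fibroblasts with a Y chromosome, such as feeder cells, is a candidate source. The fibroblast list had a median log2 change of 0.68 in ESC MLL2dTAG against WT, with 17 of 20 genes called higher and 1 lower. Its abundant genes rose from 230 to 376 CPM (Col1a2), 194 to 295 CPM (Col1a1) and 54.9 to 115 CPM (Col3a1). Of the 20 genes, 18 had at least 1 CPM in ESC WT and 18 in NPC WT, no other list held any of them, and the list was also higher in ESC dCD (median 0.59, 18 of 20), which kept its Y-linked transcripts. A change in the cells themselves therefore stays open. In NPC the list had medians of 0.37 in dCD (11 higher, 5 lower) and −0.07 in MLL2dTAG (9 higher, 9 lower).

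Copies of Zscan4, of which 9 were in the table, summed to 39.8 ± 1.88 CPM in ESC WT (SD, n = 3), 218 ± 4.38 CPM in ESC dCD and 0.0613 ± 0.0105 CPM in ESC MLL2dTAG. The sum was 5.48-fold higher in dCD, so an exchange of reads among the copies is argued against. In MLL2dTAG the sum had 6 counts, and ESC WT was 648-fold higher. A 2-cell-like state, in which a small share of ESC expresses genes of the 2-cell embryo, may be more frequent in ESC dCD: all 15 other genes of that state were higher, 14 of them called, with a median log2 change of 1.89. It may be less frequent in ESC MLL2dTAG, where 15 of 15 were lower. The fitted median there was −6.60, and −3.78 with the 10 genes without a count in a group at their bound. Many of these genes are near-identical copies too. Whether the state depends on the edits or differs between lines was not tested. In NPC dCD the state showed no clear shift: the median of the other genes was −0.21 with 1 gene called lower, and near 0 with thinned counts, while the copies of Zscan4 summed to 4.92 ± 0.413 CPM against 2.72 ± 0.143 CPM in NPC WT, with all 9 higher and 2 called. In NPC MLL2dTAG the median was −3.42, with 9 called lower (−1.58 with 8 genes at their bound). The signs of the medians in both ESC comparisons and in NPC MLL2dTAG held under each of the 5 scalings.

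Imprinted genes were examined because Grb10 fell most in NPC dCD. The median size of the log2 change of 36 imprinted genes lay at percentile 100 of matched random lists in ESC dCD, 99.95 in ESC MLL2dTAG, 96.02 in NPC dCD and 98.73 in NPC MLL2dTAG. This is in line with a change of imprinted genes as a class. The fibroblast list reached percentiles of 99.98 to 100 by the same measure, so it may be common to gene classes that vary between lines. The signed medians were 0.43 (21 higher, 10 lower), −0.23 (10 and 18), −0.004 (12 and 12) and −0.05 (13 and 15).

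Chromosome medians were tested over 20 chromosomes in the 4 comparisons with WT, 80 tests with 10000 permutations of the genes, and 19 passed adjusted p under 0.05. The smallest p these permutations can give is 1e-04. Genes are not independent, so these p-values describe the shifts. The genes of chromosome 18 were shifted by 0.16 in ESC dCD and 0.18 in NPC dCD, while the largest shift of any other chromosome was 0.11 in size. With its genes split at the middle of their order, both parts of the chromosome were shifted at both stages, with a lowest value of 0.12. An extra copy of chromosome 18 in a share of the dCD cells could give such shifts, while a shift in the regulation of many genes stays open. In MLL2dTAG the shifts of chromosome 18 were 0.06 and 0.02, the lowest part was at 0.00502, and such a gain was not supported there. The X chromosome was shifted by −0.11 and −0.09 in MLL2dTAG. No DNA was examined.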
